# Transcriptional Profiling of Host Cell Responses to Virulent *Haemophilus parasuis*: New Insights into Pathogenesis

**DOI:** 10.3390/ijms19051320

**Published:** 2018-04-29

**Authors:** Shulin Fu, Jing Guo, Ruizhi Li, Yinsheng Qiu, Chun Ye, Yu Liu, Zhongyuan Wu, Ling Guo, Yongqing Hou, Chien-An Andy Hu

**Keywords:** *Haemophilus parasuis*, porcine aortic vascular endothelial cells, vascular damage, infection

## Abstract

*Haemophilus parasuis* is the causative agent of Glässer’s disease in pigs. *H. parasuis* can cause vascular damage, although the mechanism remains unclear. In this study, we investigated the host cell responses involved in the molecular pathway interactions in porcine aortic vascular endothelial cells (PAVECs) induced by *H. parasuis* using RNA-Seq. The transcriptome results showed that when PAVECs were infected with *H. parasuis* for 24 h, 281 differentially expressed genes (DEGs) were identified; of which, 236 were upregulated and 45 downregulated. The 281 DEGs were involved in 136 KEGG signaling pathways that were organismal systems, environmental information processing, metabolism, cellular processes, and genetic information processing. The main pathways were the Rap1, FoxO, and PI3K/Akt signaling pathways, and the overexpressed genes were determined and verified by quantitative reverse transcription polymerase chain reaction. In addition, 252 genes were clustered into biological processes, molecular processes, and cellular components. Our study provides new insights for understanding the interaction between bacterial and host cells, and analyzed, in detail, the possible mechanisms that lead to vascular damage induced by *H. parasuis*. This may lead to development of novel therapeutic targets to control *H. parasuis* infection.

## 1. Introduction

*Haemophilus parasuis* is a small, Gram-negative nicotinamide adenine dinucleotide (NAD)-dependent bacterium that is a member of the family Pasteurellaceae. It is the causative agent of Glässer’s disease in pigs, and can cause huge economic losses in pig production [1]. The typical characteristics of Glässer’s disease are polyserositis, meningitis, and arthritis [2]. So far, 15 serovars of *H. parasuis* have been identified, but >20% of isolates have not been isolated yet [3,4]. The serovar is thought to be an important virulence marker in *H. parasuis* [5]. Serovar 5 of *H. parasuis* is considered to be highly virulent and serovar 4 moderately virulent [6]. Therefore, as one of the most important bacterial respiratory pathogens in pigs, controlling infection caused by *H. parasuis* is crucial.

To date, the pathogenesis of *H. parasuis* has not been resolved in detail. Some virulence factors have been found and confirmed. Previous reports have shown that the *H. parasuis* two-component signal transduction system, CpxRA, confers tolerance to stress and bactericidal antibiotics [7]. Deletion of *vacJ* gene contributes to a decreased survival ratio, complement killing, decreased adhesion to and invasion of PK-15 cells, and reduced biofilm formation [8]. The Δ*arcA* or Δ*cheY* deletion mutant of EP3 strain has reduced virulence and produces less biofilm mass [9,10]. The *htrA* mutant showed significantly attenuated virulence in a murine model of infection [11]. The Δ*rfaE* mutant strain has reduced adherence and invasion of porcine umbilicus vein endothelial cells and PK-15 cells [12]. In addition, the *capD* gene is a novel pathogenicity-associated determinant and is involved in serum resistance of *H. parasuis* [13]. *H. parasuis* causes vascular inflammation and damage, but the mechanism has not been established. Although virulence-related factors may play important roles in the infection process of *H. parasuis* during bacterial invasion and adhesion, pathogenesis infection is a complex process, and the mechanism of vascular damage needs to be studied further.

Bacteria adhere to or invade host cells, resulting in changes in cellular function. Bacteria may initiate interaction with multiple cellular components of target cells and influence host cell gene transcription and expression [14]. Therefore, the initial and subsequent host cell responses to the bacteria are important when trying to comprehend the interaction between bacterial and host cells, which could be determined at the transcriptional level. We can now utilize the RNA sequencing (RNA-seq) method to try and understand the effect of host cell transcription changes induced by *H. parasuis* at the whole genome scale. RNA-seq analysis is a useful and powerful tool that can quickly identify batches of genetic determinants [15]. RNA-seq can rapidly provide unique insights into the processes of bacterial infection and host responses [16,17,18]. In addition, RNA-seq could observe virulence-related factors [19], transcribed intronic and intergenic regions [20], differential isoform expression [21], and alternative splicing [22]. Thus, we used RNA-seq analysis to help us to study the mechanism of vascular damage triggered by *H. parasuis*.

In this study, we investigated the transcriptome of porcine aortic vascular endothelial cells (PAVECs) infected with a highly virulent isolate of *H. parasuis*, to analyze the host cell responses during infection. Our findings will help us to understand better the mechanism of vascular damage induced by *H. parasuis*, which could provide new targets to control and prevent infection.

## 2. Results

### 2.1. Transcriptome Sequencing and Annotation

To evaluate the global picture of host cell transcriptomic response to *H. parasuis* infection and to understand which host factors were involved in the infection and inflammatory immune response, we used RNA-seq on the Illumina platform with cDNA libraries of PAVECs infected or mock-infected with *H. parasuis*. 

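The 6 RNA-seq libraries of PAVECs, the endothelial cells that line the porcine aorta, were analysed, 3 from cells infected with *H. parasuis* at a multiplicity of infection of 1 and 3 from control cells. In each group 1 library carried no replicate number and the others were numbered 2 and 3. The methods and the sample labels give 12 h of infection, and the discussion gives 24 h. For each of 21607 Ensembl gene identifiers, the authors deposited the number of reads counted on the gene and its RPKM. The tool that counted the reads and its strand setting were not given in the sources used here, so the values of genes that overlap or neighbour another gene are uncertain. The genes with most reads leave open that reads were counted on the strand opposite to the genes. In that case the levels and fold changes given for a gene would not describe its own transcript. The counts were analysed here. The RPKM values equalled the count divided by the listed gene length and by the library total, with a largest difference of 4.66e-10. The listed lengths reached 2556639 bp, with a median of 12504 bp. The reads counted on genes were 520911, 416228 and 294161 in the unnumbered control library and control replicates 2 and 3, with a median of 416228. They were 86575, 331885 and 169302 in the unnumbered infected library and infected replicates 2 and 3, with a median of 169302. Genes were tested with edgeR's quasi-likelihood test after TMM normalization, in the 2174 genes that passed edgeR's filter on low counts. The study's criterion of a 2-fold change and an unadjusted p under 0.05 was used, and Benjamini-Hochberg adjusted values were computed beside it. PCR reads without molecular identifiers are not independent molecules. The intervals and lower bounds given for these counts treat reads as independent and leave out the spread between libraries. Among genes with at least 30 reads in a library, 27.9% (control) and 31.7% (infected) had none in a larger library of the group. A group without reads therefore does not bound the level in its cells, and each "at least" fold describes the reads counted.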

A total of 108,360,513.3 ± 8,018,440.6 raw reads with a Q20 value of 97.7 ± 0.1 aligned to *Sus scrofa* genome were detected in the infected cells, compared with 71,624,665.3 ± 2,420,491.4 raw reads with a Q20 value of 97.9 ± 0.1 in the control cells (Table S1). In addition, 22,047,651 ± 15,438,811 and 40,763,421 ± 660,539 of uniquely mapped reads were obtained from infected and control cells, respectively. 

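The reads counted on genes were far fewer than the uniquely mapped reads of Table S1. The mean total was 410433 ± 113486 (SD, n = 3) in control cells and 195921 ± 124803 (SD, n = 3) in infected cells, which is 1.01% and 0.889% of the paper's mean numbers of uniquely mapped reads. The totals of the 2 groups overlapped (exact two-sided permutation test, p = 0.2; the smallest p that 3 libraries against 3 allow is 0.1). At least 1 read was counted on 5048, 8805 and 2455 genes in the unnumbered control library and control replicates 2 and 3. The infected libraries had 1753, 7096 and 4435 such genes. The means were 5436 ± 3193 (SD, n = 3) genes in control cells and 4428 ± 2672 (SD, n = 3) in infected cells, a difference smaller than the spread between replicates (exact two-sided permutation test, p = 0.7). After every library was thinned to 86575 reads, the means were 4392 ± 2581 and 3877 ± 2090 genes (SD, n = 3 each; exact two-sided permutation test, p = 0.8). Reads were present in all 6 libraries for 356 genes, and 8433 genes had no read in any library. A single gene, GYS1 (ENSSSCG00000003154), took between 5.83% and 20.9% of the reads of each library, and the protein genes of the mitochondrial genome took between 17.0% and 22.4%. Among these, ND6 had more reads than each of the other 12 genes in all 6 libraries.

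**Figure D1:**
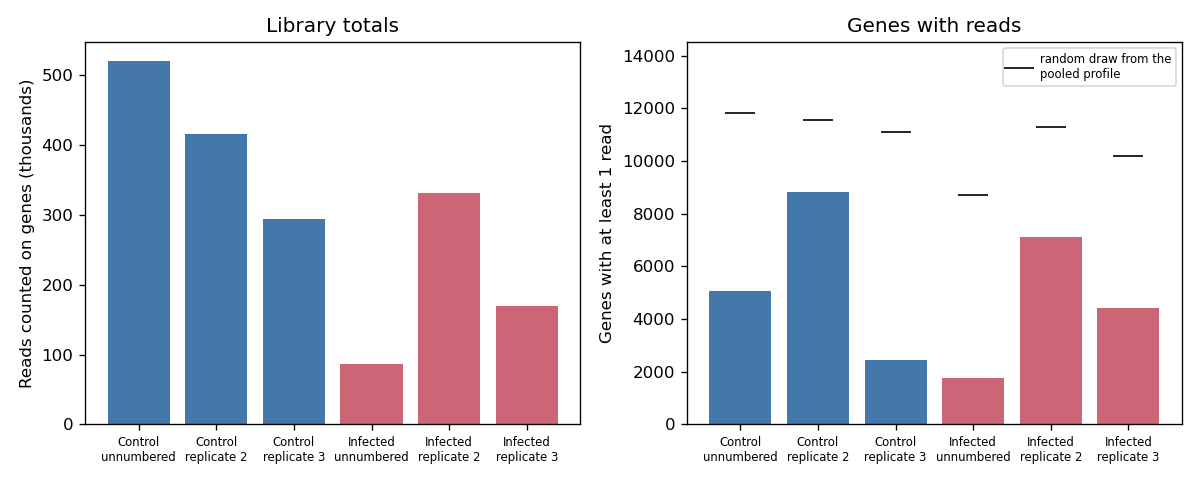
Reads counted on genes (left) and number of genes with at least 1 read (right) in the 3 control libraries (blue) and the 3 infected libraries (red). Black marks give the number of genes expected when the same number of reads is drawn at random from the pooled profile of the 6 libraries, which lies between 8716 and 11803 genes, above the observed number in each library.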

The uniquely mapped ratios of 88.5 ± 0.9 and 90.2 ± 0.3 were determined after filtering adapters and trimming ambiguous results. 

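The libraries were compared across the 13174 genes with at least 1 read, on log2 of CPM plus 1, where CPM are the reads of a gene scaled to a common library size after TMM normalization. Across genes, which are not independent replicates, Pearson's correlation was between 0.241 and 0.299 for the 3 pairs of control libraries and between 0.161 and 0.234 for the 3 pairs of infected libraries. The 9 pairs of an infected and a control library gave values between 0.140 and 0.332, so that libraries of one group were about as far apart as libraries of different groups. The mean over the 6 pairs within groups was 0.235 and that over the 9 pairs between groups was 0.222. With only the 2174 tested genes, the mean within groups was 0.198. The first principal component of the tested genes held 43.1% of the variance and set the unnumbered infected library and control replicate 3 apart from the other libraries. These had the fewest genes with reads. The order of the 6 libraries along it was the exact reverse of their order by genes with reads, so it followed gene detection.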

The results suggested that the high quality of these sequencing data can be used for additional analysis.

### 2.2. Identification of Differentially Expressed Genes (DEGs)

PAVECs infected with *H. parasuis* showed a greater degree of differential expression. Differential analysis of the transcript expression profiles demonstrated that 281 genes were significantly altered (≥2-fold change, *p* < 0.05); of which 236 were upregulated and 45 downregulated (Figure 1, Table S2).

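By the same criterion, edgeR's quasi-likelihood test called 26 of the 2174 tested genes, 10 higher and 16 lower in infected cells. None had an adjusted p under 0.05, and the smallest adjusted p was 0.229. With median-of-ratios size factors the same test called 34 genes higher and 13 lower, and with library size only 27 higher and 13 lower. The number of calls depended on the tool and the filter. It was 159 of 13174 genes without the filter, 107 with DESeq2's Wald test on the filtered genes (72 higher and 35 lower) and 463 with shrunken DESeq2 fold changes, an alternative chosen after the data were seen. DESeq2's Wald test on the filtered genes gave 4 genes with an adjusted p under 0.05. The lowest p belonged to RSAD2 (ENSSSCG00000008648), which encodes an interferon-induced antiviral protein. Its reads were 117, 545 and 86 in the infected libraries and 0, 4 and 0 in the control libraries, a log2 fold change of 7.96 (standard error 2.05, adjusted p = 0.229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it was between 7.00 (without infected replicate 2) and 11.22 (without control replicate 2). The normalized level of RSAD2 was 1426 ± 990 CPM (SD, n = 3) in infected cells and 5.34 ± 9.25 (SD, n = 3) in control cells, with every infected library above every control library (exact two-sided permutation test, p = 0.1, the smallest p possible). Among the called genes whose groups did not overlap, the other largest increases were in STRC, PER2, CDIPT and ATF6B. STRC, PER2 and CDIPT had no read in any control library. Against a limit of 3 reads over the 3 control libraries, their reads were at least 59.5-fold, 54.6-fold and 20.9-fold higher in the infected libraries. With 1 library left out these bounds fell to 36.2 and 33.2 for STRC and PER2 (without the unnumbered control library) and 11.6 for CDIPT (without infected replicate 2). The largest decreases were in C19orf60, DEDD, ENSSSCG00000015863, TPCN1 and AGRN. These had no read in any infected library and were at least 58.7-fold, 38.6-fold, 37.1-fold, 33.1-fold and 31.7-fold lower, respectively, and at least 31.2-fold, 20.5-fold, 19.7-fold, 17.6-fold and 16.8-fold lower without infected replicate 2. The adjusted p of each of these 9 genes was 1.00 by the same test. RSAD2 and C19orf60 kept an unadjusted p under 0.05 with each library left out in turn, and each of the other 8 genes lost it without at least 1 library. Groups did not overlap for 171 of the 2174 tested genes, whereas chance gives 10% of them.

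Of the 281 genes of Table S2, 28 passed the filter and 16 of these were called in the listed direction. The shrunken DESeq2 fit, run without the filter, called 279 of the 281 in the listed direction. Its log2 fold changes had a median absolute difference of 2.4e-04 from the listed values, taken as infected over control. It called 184 genes that are not listed and gave no gene an adjusted p under 0.05. Of the 236 genes listed as upregulated, 171 had no read in any control library and 143 had reads in only 2 of the 6 libraries. Of the 45 listed as downregulated, 37 had no read in any infected library. None of the 281 genes had reads in all 6 libraries. The 5 upregulated genes with the largest log2FoldChange in Table S2 were IGFBP7, EIF2B1, ENSSSCG00000010954, RSAD2 and CCL20. IGFBP7 had 74, 2 and 29 reads in the infected libraries, EIF2B1 had 70, 29 and 1, ENSSSCG00000010954 had 50, 32 and 1, and CCL20 had 39, 1 and 20. None of these 4 genes had a read in a control library. SENP2 and ENSSSCG00000027897, which with C19orf60, DEDD and TPCN1 had the largest values among the downregulated genes, had 12, 125 and 134 reads and 157, 10 and 82 reads in the control libraries and none in the infected libraries. The paper takes the genes that pass its criterion as DEGs and carries them into the GO, KEGG and STRING analyses.

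**Figure D2:**
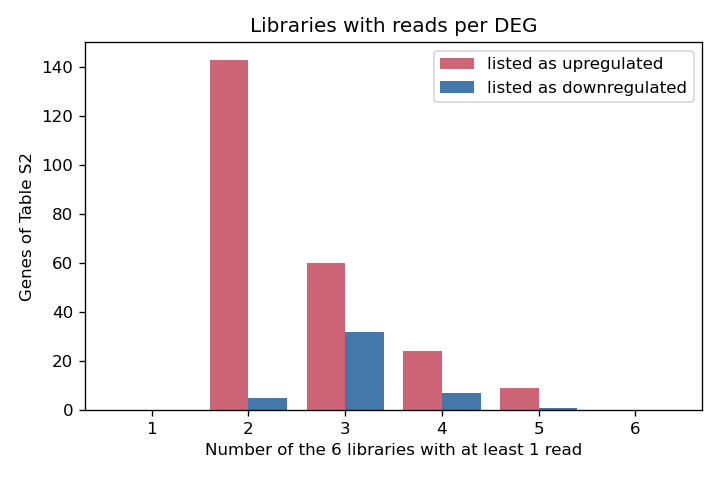
Number of genes of Table S2 (vertical axis) by the number of the 6 libraries in which the gene had at least 1 read (horizontal axis), for genes listed as upregulated (red) and downregulated (blue) in infected cells. The largest group is the 143 upregulated genes with reads in 2 libraries.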

### 2.3. Functional Annotation of PAVEC Gene Expression Signature Triggered by H. parasuis Infection

To study the host cell response to *H. parasuis* infection, the 281 DEGs were characterized by determining their enrichment analysis using the GO classification and KEGG pathway as the bioinformatics tools. Two hundred and fifty-two genes (89.7%) were distributed to GO categories. Further analysis revealed that they belonged to three types, which were biological process, molecular function, and cellular component (Figure 2). In the biological process group, metabolic process, biological regulation, and signal transduction were the most abundant categories, and other categories were transport process and immune system process. In the molecular process, the most abundant categories were binding, transporter activity, and regulator function.

KEGG analysis showed that the DEGs were mainly involved in the signal transduction, sensor system, and immune system, and others participated in the metabolism and cell components (Figure 3A). Furthermore, DEGs involved in the main metabolic and signaling pathways were also investigated. The main metabolic pathways and signaling pathways were Rap1 signaling pathway, endocytosis, FoxO signaling pathway, protein processing in endoplasmic reticulum, progesterone-mediated oocyte maturation, cAMP signaling pathway, PI3K/Akt signaling pathway, Toll-like receptor signaling pathway, and apoptosis, and other regulating pathways (Figure 3B).

DEGs were analyzed with KEGG to predict and study the functions and networks of the encoded proteins. DEGs that were involved in the main and most interesting pathway, and possibly related to vascular damage, were chosen for KEGG analysis using the *Sus scrofa* database. The network of predicted associations for the chosen DEGs in the same pathway is shown in Figure 4. Among the DEGs, seven (ATF6B, PKN2, PTEN, IL7R, F2R, SGK1, and FGF16) were upregulated and located in the PI3K/Akt signaling pathway, which was the one that most of the DEGs participated in (Figure 4). 

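Only ATF6B (ENSSSCG00000001430) among these 7 genes passed the filter on low counts. Its reads were 91, 23 and 27 in the unnumbered infected library and infected replicates 2 and 3, and 3, 0 and 0 in the control libraries. The normalized level was 397 ± 435 CPM (SD, n = 3) in infected cells and 3.00 ± 5.20 (SD, n = 3) in control cells, and the ratio of the pooled reads was 86.5 (95% exact counting interval 29.0 to 425), or 39.4 without the unnumbered infected library. The log2 fold change was 6.75 (standard error 3.10, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As the only gene of the 7 tested, it was also 1 gene with p under 0.05 adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. With each library left out in turn the log2 fold change was between 5.43 and 9.06, and the unadjusted p was under 0.05 only without the unnumbered control library. IL7R (ENSSSCG00000016832) had 86, 44 and 3 reads in infected cells and 3, 3 and 0 in control cells, and PKN2 (ENSSSCG00000006927) had 66, 25 and 0 against 4, 2 and 0. SGK1 (ENSSSCG00000021443) had 0, 36 and 26 reads against 1, 0 and 0, a ratio of 114 (95% exact counting interval 19.7 to 4580). Without the unnumbered control library, which held the only control read, SGK1 was at least 23.1-fold higher. F2R (ENSSSCG00000020672) and FGF16 (ENSSSCG00000022833) had no read in the control libraries and none in the unnumbered infected library. In infected replicates 2 and 3, F2R had 11 and 21 reads, and FGF16 had 27 and 33. Against 3 reads over the control libraries, reads of F2R were at least 19.6-fold and of FGF16 at least 36.8-fold higher in infected libraries. These bounds fell to 9.79 for F2R without infected replicate 3 and to 22.4 for FGF16 without the unnumbered control library. For IL7R and ATF6B every infected library lay above every control library (exact two-sided permutation test, p = 0.1, the smallest p possible), and for PKN2, SGK1, F2R and FGF16 the same test gave p = 0.4. Tested without the filter, these 6 genes were higher in infected cells and none had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. The paper proposes that activation of this and the other pathways it names may be among the factors behind the vascular damage caused by *H. parasuis*.

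**Figure D3:**
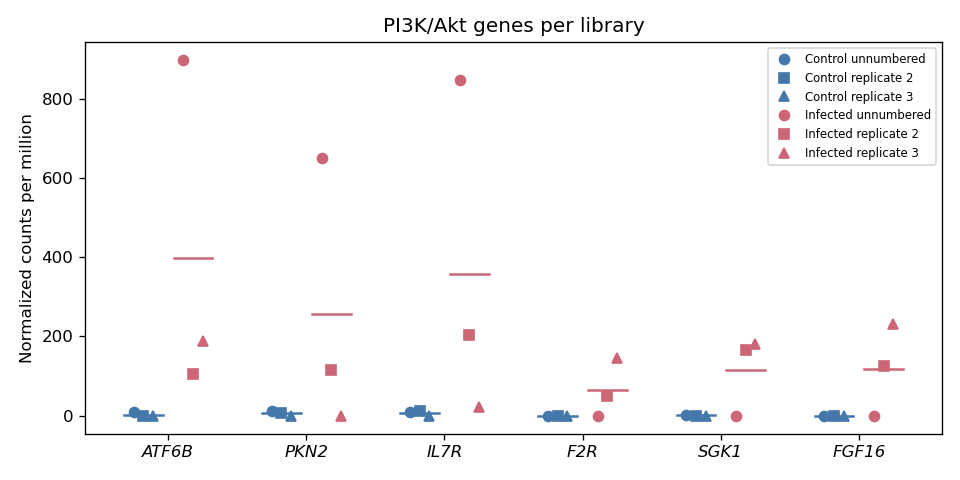
Normalized CPM of 6 PI3K/Akt genes in each of the 3 control (blue) and 3 infected (red) libraries, with circles for the unnumbered libraries, squares for replicate 2, triangles for replicate 3 and bars for the group means. ATF6B, PKN2 and IL7R are highest in the unnumbered infected library, and F2R, SGK1 and FGF16 have no read there.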

One upregulated DEG, ENSSSCG00000000175, participated in the vascular smooth muscle contraction pathway. In these DEGs, most protein molecules were the critical molecules which were related to each other. Activation of these signaling pathways may be important factors leading to the vascular damage caused by *H. parasuis*.

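The gene table names ENSSSCG00000000175 as ADCY6, an adenylate cyclase. It had no read in the 3 control libraries or the unnumbered infected library, and 24 and 52 reads in infected replicates 2 and 3. The normalized level in infected cells was 158 ± 186 CPM (SD, n = 3), a spread larger than the mean. Against 3 reads over the control libraries this was at least 46.6-fold higher (exact two-sided permutation test, p = 0.4), and at least 21.4-fold higher without infected replicate 3. The gene did not pass the filter on low counts, and without the filter its unadjusted p of 0.0437 was under 0.05 and its adjusted p was 0.507 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).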

### 2.4. Analysis of the Association among DEGs of the Main Pathways Using the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING)

DEGs were analyzed by using STRING for predicting the interaction network between the proteins and the proteins encoded by DEGs. The network of the 12 DEGs that participated in the main pathways was constructed using the STRING v10 database to demonstrate the complex associations between those genes. Most of the DEGs were closely associated with each other and displayed a coordinated interactive network, while some proteins were not linked to each other (Figure 5). The network interaction analysis between proteins and proteins speculated that the crosstalk of the DEGs that were chosen coordinately induced vascular inflammation and damage after *H. parasuis* infection.

### 2.5. Real-Time Polymerase Chain Reaction (PCR) Verification of DEGs

Twelve from the five functional categories were chosen for verification of the DEG data of the RNA-seq using real-time quantitative reverse transcription PCR (qRT-PCR). The gene expression with real-time qRT-PCR was also compared with the data of RNA-seq. 

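In the RNA-seq counts, 11 of the 12 genes chosen for qRT-PCR were matched to an identifier, and HMGB1 was not analysed here. CDKN2D (ENSSSCG00000013643) had 1, 22 and 27 reads in the infected libraries and none in the control libraries. Its reads were at least 30.7-fold higher in infected libraries (exact two-sided permutation test, p = 0.1, the smallest p possible). Without the unnumbered control library this bound was 18.6-fold. MAPK14 (ENSSSCG00000001556) had 3, 36 and 55 reads in the control libraries and none in the infected libraries. Its reads were at least 17.0-fold lower in infected libraries (exact two-sided permutation test, p = 0.1, the smallest p possible). Without infected replicate 2 this bound was 9.04-fold. Both genes were below the filter on low counts.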

Among the chosen 12 genes, 9 genes (PARD6G, MRAS, FGF16, IL7R, ATF6B, PTEN, SGK1, CDKN2D) displayed similar expression levels when compared with the RNA-seq data (Figure 6). Another gene (F2R) did not show obvious changes in expression levels based on the real-time qRT-PCR method. In addition, 10 of the verified DEGs were upregulated and only one was downregulated.

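Without the filter on low counts, 10 of the 11 matched genes were higher in the infected libraries and MAPK14 was lower. Of these, 2 of the 10 higher genes had an unadjusted p under 0.05 by edgeR's quasi-likelihood test, namely MRAS and PARD6G. None of the 11 had an adjusted p under 0.05, whether over all 13174 genes or adjusted over the list alone. The genes were chosen in the study on these same libraries, so their direction here is not independent evidence.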

## 3. Discussion

We investigated the global transcriptomic profile of differential gene expression in PAVECs following exposure to *H. parasuis* over 24 h. Consistent with previous research [23,24], our study provided much data that confirmed the vigorous responses of host cells to *H. parasuis*, and this is the first study analyzing the whole transcriptome of PAVECs after *H. parasuis* infection. The results provide new insights into the pathological characteristics of vascular damage caused by *H. parasuis*. We used the RNA-seq approach for global assessment of molecular expression triggered by *H. parasuis* through evaluation of pathway activity changes in vascular inflammation.

Recent studies have reported that the PI3K/Akt signaling pathway is involved in cell proliferation, invasion, and migration [25,26]. Aberrant PI3K/Akt signaling pathway transfer may cause potential defects in some diseases. HMGN5 can regulate expression of PI3Kp85α and p-Akt, and results in tumor cells having malignant potential [27]. Knockdown of HMGN5 could increase the chemosensitivity of human urothelial bladder cancer cells to cisplatin by targeting PI3K/Akt signaling [28]. miR-1268b increases breast cancer cell chemosensitivity via modulation of the PI3K/Akt pathway by targeting ERBB2 [29]. The PI3K/Akt pathway has also become an important contributor to cardiovascular disease due to its role in cardiac growth, angiogenesis, and cardiac hypertrophy [30]. Previous research has demonstrated that vascular endothelial growth factor receptor 1 contributes to *Escherichia coli* K1 invasion of human brain microvascular endothelial cells via recruitment of the PI3K/Akt signaling pathway [31]. Lipopolysaccharide stimulation of vascular smooth muscle cells could induce activation of the PI3K/Akt pathway, and hence, the NF-κB pathway [32]. *Helicobacter pylori* can promote an inflammatory response during infection, which is regulated through c-Met/PI3K/Akt/mTOR signaling pathway activation [33]. Aloperine regulates the inflammatory response in colitis through inhibiting the PI3K/Akt/mTOR signaling pathway in a protein phosphatase 2A-dependent manner [34]. Our results showed that up to seven genes that were upregulated participated in the PI3K/Akt signaling pathway. Among those seven genes, PTEN is important in the PI3K/Akt signaling pathway. PTEN is considered to be a negative regulator of the PI3K/PTEN/Akt signaling pathway, and can regulate cellular functions [35]. PTEN gene induces cell invasion and migration, which have a pivotal effect during the progression of gastric cancer [36]. In light of the important function of PTEN, in the future, it may be developed as a biomarker during *H. parasuis* infection, and targeting it could provide an efficient strategy for therapeutic intervention in vascular disease evoked by *H. parasuis*.

Rap1 is a small GTPase and belongs to the Ras family, which is involved in several cellular signal transduction pathways. Rap1 is necessary for intracellular bacterial pathogen replication-permissive vacuole formation [37]. The enterotoxigenic *E. coli* (ETEC) heat-labile enterotoxin-induced nuclear factor (NF)-κB activation depends upon the cAMP-dependent activation of the Ras-like GTPase Rap1 promoting ETEC adherence to intestinal epithelial cells [38]. *Streptococcus pneumoniae* caseinolytic protease L modulates adherence to A549 human lung cells by inducing and activating Rap1 [39]. Rap1 promotes the production of cytokines via activation of NF-κB in macrophages that prefer a proinflammatory environment that results in atherosclerosis development and progression [40]. In our study, Rap1 signaling pathway was significantly activated in the PAVECs infected by *H. parasuis*, and five genes, GF, GPCR, MRAS, AC, and PAR6 were upregulated. 

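The genes taken for these nodes were FGF16 (GF), F2R (GPCR), MRAS, ADCY6 (AC, named from the gene table) and PARD6G (PAR6), and none of the 5 passed the filter on low counts. MRAS (ENSSSCG00000027443) had 59, 0 and 12 reads in the unnumbered infected library and infected replicates 2 and 3, and PARD6G (ENSSSCG00000023376) had 64, 28 and 0. Neither gene had a read in a control library. Against 3 reads over the control libraries, reads of MRAS were at least 43.6-fold and of PARD6G at least 56.5-fold higher in infected libraries. Both bounds rested mostly on the unnumbered infected library, without which they were 9.44-fold and 22.0-fold. The normalized levels were 222 ± 314 and 253 ± 333 CPM (SD, n = 3), respectively. Each of the 5 genes lacked reads in 1 infected library, which was the unnumbered library for FGF16, F2R and ADCY6, replicate 2 for MRAS and replicate 3 for PARD6G. For each, the exact two-sided permutation test gave p = 0.4. Without the filter, 3 of the 5 genes had an unadjusted p under 0.05 by edgeR's quasi-likelihood test (MRAS, ADCY6 and PARD6G), and none had an adjusted p under 0.05.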

Previous research has shown that PAR6 is involved in cancer initiation, progression and metastasis [41], and blocking the interaction between PAR6 and PKC1 could suppress the growth of lung tumor [42] and human lung cancer cells [43]. Thus, targeted therapies against PAR6 may provide an effective strategy in cancer treatment [44]. Therefore, we speculate that PAR6 participates in the cellular damage process during *H. parasuis* infection, and may serve as a biomarker of pathogenesis of *H. parasuis* infection, and thus, we aim to develop PAR6 as a target to control *H. parasuis* infection.

Our data showed that the FoxO signaling pathway was involved in the process of bacterial infection of PAVECs. Previous research has demonstrated that forkhead box O (FOXO) transcription factors act as tumor suppressors in a wide range of cancers, and are negatively adjusted by the PI3K/PKB/Akt signaling pathway [45]. FoxO transcription factors suppress cancer cell growth and survival [46]. Other studies have shown that FoxO transcription factors enhance tumor development and progression through maintaining cell homeostasis, boosting metastasis, and evoking therapy resistance [47]. The activation of FoxO may be a potential method to postpone aging and reduce onset of Alzheimer’s disease [48] and serve as therapeutic targets in cancer [49]. Thus, we suggest that, in accordance with the tumor suppressive effect of FoxO transcription factors, FoxO activation may have a beneficial regulatory effect on environmental stress and protect against onset of vascular damage induced by *H. parasuis*. The mechanism of this effect needs further study.

In conclusion, our study provides new insights into the host cell responses that are involved in the molecular signaling pathway interactions between bacteria and host PAVECs, using transcriptome profiling. In addition, we analyzed, in detail, the possible mechanisms that lead to vascular damage induced by *H. parasuis*, which may lead to development of novel therapeutic targets to control infection.

## 4. Materials and Methods

### 4.1. Bacteria and Cells

*H. parasuis* SH0165 strain, serovar 5, is a highly virulent strain, which was isolated from the lungs of a commercial pig with arthritis, fibrinous polyserositis, hemorrhagic pneumonia, and meningitis [50,51]. The SH0165 strain was grown in tryptic soy broth (Difco Laboratories, Detroit, MI, USA) or tryptic soy agar (Difco Laboratories) supplemented with 10% newborn calf serum (Sijiqing, Hangzhou, China) and 10 μg/mL NAD (Sigma, Saint Louis, MO, USA) at 37 °C.

This study was conducted in strict accordance with the recommendations of the China Regulations for the Administration of Affairs Concerning Experimental Animals 1988 and Hubei Regulations for the Administration of Affairs Concerning Experimental Animals 2005. The protocol was carried out by China Hubei Province Science and Technology Department (permit number SYXK(ER) 2010-0029). All experimental animals were killed at the end of the experiments.

Three 30-day-old naturally farrowed, early-weaned piglets (Duroc × Landrace × large white), that were confirmed as negative for antibody against *H. parasuis* by INGEZIM Haemophilus 11.HPS.K1 (INGEZIM, Madrid, Spain), and weighing 6–8 kg, were obtained from Wuhan COFCO Meat Product Co., Ltd. (Wuhan, China).

PAVECs were isolated, identified, and cultured as described previously, with minor modifications [52,53]. PAVECs were obtained in small sheets after treatment of aortic lumen (30 min, 37 °C) with 0.1% type I collagenase (Sigma, St. Louis, MO, USA) in M-199 medium (Gibco, New York, NY, USA) containing penicillin–streptomycin solution (Gibco). The suspension was centrifuged at 100× *g* for 15 min, and the PAVECs were resuspended in 5 mL M-199 medium containing 10% fetal bovine serum (Gibco, Victoria, Australia), and cultured in a T-25 tissue-culture plate (Costar, New York, NY, USA). PAVECs were counted and the viability of the cells was detected by trypan blue exclusion.

### 4.2. Bacterial Infection

PAVECs (1 × 10^6^) were seeded into 24-well plates and infected with *H. parasuis* SH0165 strain with a multiplicity of infection of 1. After co-culture for 12 h at 37 °C with 5% CO_2_, the supernatant was removed. The cells were collected and washed three times with 1% sterile phosphate-buffered saline for transcriptomic analysis. The control cells were infected with M-199 medium and treated in the same way. Three individual replicates were designed for the infection experiment.

### 4.3. Construction of Library and Illumina Sequencing

RNA-seq sample preparation and library construction were performed at Shanghai Personal Biotechnology Co., Ltd. The RNA-seq was repeated three times. The total RNA of PAVECs was extracted using TRIzol Reagent (ThermoFisher Scientific, New York, NY, USA) from infected and uninfected cells. Total RNA was purified using the Dynabeads mRNA Purification Kit (ThermoFisher Scientific).

The cDNA libraries were constructed with RNA isolated from PAVECs using the TruSeq Stranded mRNA library preparation kit (Illumina, San Diego, CA, USA) [54]. To obtain mRNA, the poly(A) section was carried out by utilizing RNA purification beads on 0.1–4 μg total RNA of each sample. To synthesize first-strand cDNA, purified mRNA at 10–400 ng was fragmented, and reverse transcriptase and random hexamer primers were utilized. Synthesis of second-strand cDNA was carried out using deoxynucleoside triphosphates containing DNA polymerase, dUTP, and RNase. End repair was achieved by adding dATP to all free 3′ ends, and unique index sequences of the fragments were added with adaptor ligation. The products were amplified by PCR. The quantity and quality of the cDNA libraries were evaluated using an Agilent 2100 bioanalyzer and ABI StepOnePlus Real-Time PCR system. The obtained libraries were sequenced using the Illumina HiSeq 4000 platform. Meanwhile the raw data of RNA-Seq files have been uploaded in NCBI (https://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE113252.

### 4.4. Analysis of RNA-Seq Data

RNA-seq data were analyzed as described previously [55]. The raw data of RNA-seq analysis were filtered by utilizing FASTQC software. The filtered reads were aligned and mapped to the reference genome (Sus-scrofa.Sscrofa10.2.dna.toplevel.fa) by using Tophat2 (http://tophat.cbcb.umd.edu/). To determine gene expression abundance, the unique mapped gene reads were standardized by reads per kilobases per million reads. DEGs were screened using DESeq version 1.18.0 with a fold change of >2 and *p* < 0.05, which were considered as significantly differentially expressed.

The biological pathways involved in differential gene expression were analyzed using DAVID (Database for Annotation, Visualization, and Integrated Discovery), version 6.7. GO and pathway enrichment analysis were determined using DAVID to obtain a list of DEGs [56]. KEGG pathways were identified that were thought to be significantly enriched in the altered genes (*p* < 0.05). The associations between the proteins and the proteins encoded by DEGs were determined using STRING [57].

### 4.5. Validation by Real-Time qRT-PCR

Cell RNA was extracted, and cDNA synthesis was performed by PrimeScript™ II 1st Strand cDNA Synthesis Kit (TaKaRa, Dalian, China). mRNA expression levels of 12 genes were determined by using SYBR Premix Ex Taq (TaKaRa, Dalian, China) in an ABI 7500 real-time PCR system (Applied Biosystems, Foster City, CA, USA). These genes were chosen based on changes in expression level in the infected cells compared with the control cells. Therefore, 10 upregulated and 2 downregulated genes were chosen for validation of mRNA expression levels. The method of primer design was performed as previously reported [58,59]. The length of the primers was between 20 and 25 bases (Table S3). The thermal cycling conditions were denaturation at 95 °C for 15 s, annealing at 56 °C for 30 s and extension at 72 °C for 30 s. The relative gene expression was determined using the threshold cycle method, and the fold changes were calculated by using the 2^−ΔΔ*C*t^ formula [60].

### 4.6. Statistical Analysis

The experimental data were expressed as mean ± SD. The difference between two groups was analyzed using the two-tailed Student’s *t* test. *p* < 0.05 was considered significant. * *p* < 0.05; and ** *p* < 0.01.

## Figures and Tables

**Figure 1:**
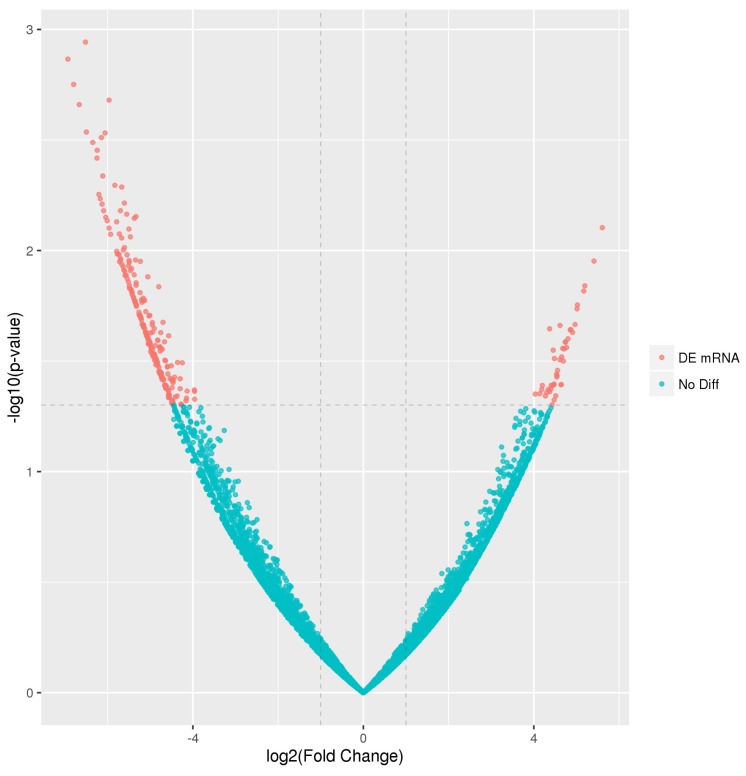
Volcano plot of the differentially expressed genes; (**red**) differentially expressed genes; (**blue**) non-differentially expressed genes.

**Figure 2:**
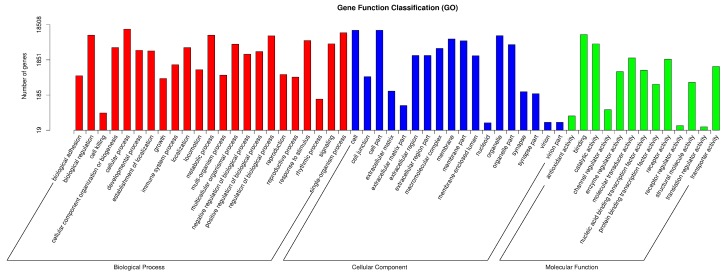
GO functional categories analysis. The *x*-axis displays the categories, and the *y*-axis displays the number of genes in the categories.

**Figure 3:**
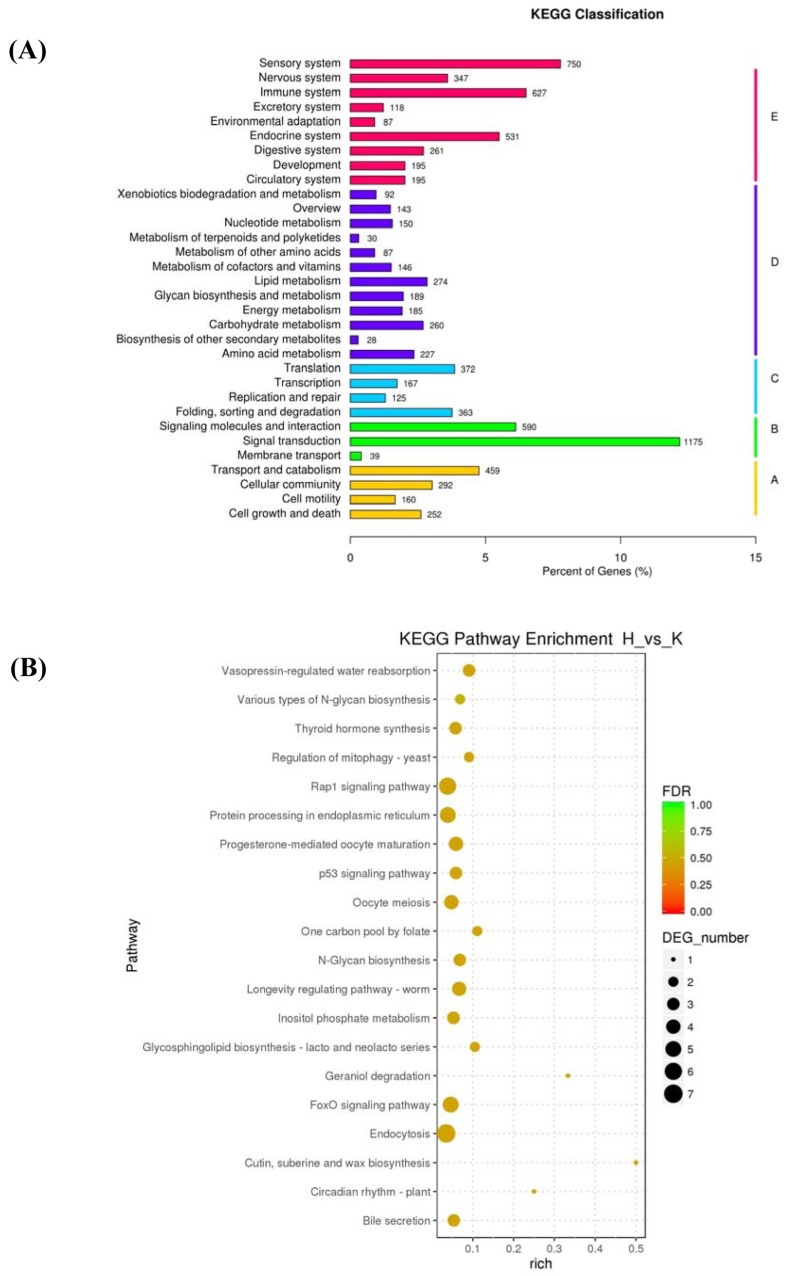
KEGG pathway classification analysis (**A**) and the differentially expressed genes (DEGs) involved in the main pathway (**B**). H: *H. parasuis*. K: the control.

**Figure 4:**
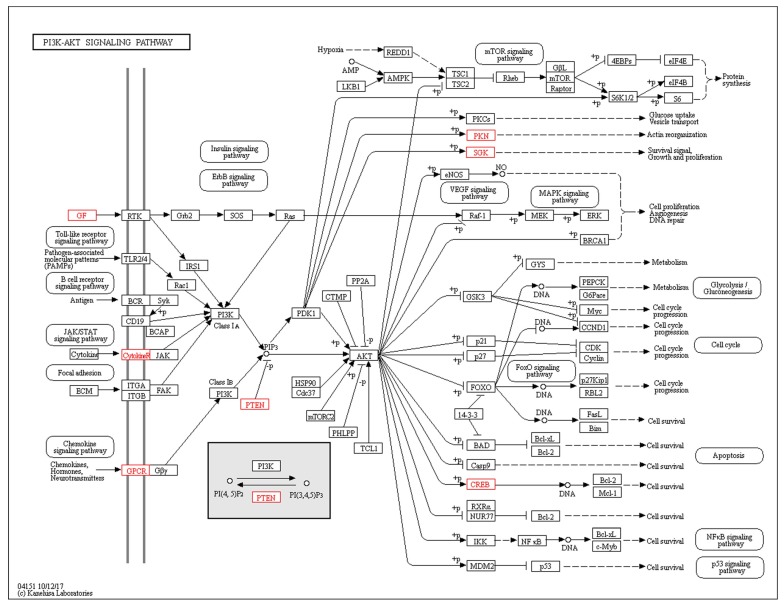
KEGG analysis of the PI3K-AKT signaling pathway. The red genes were upregulated.

**Figure 5:**
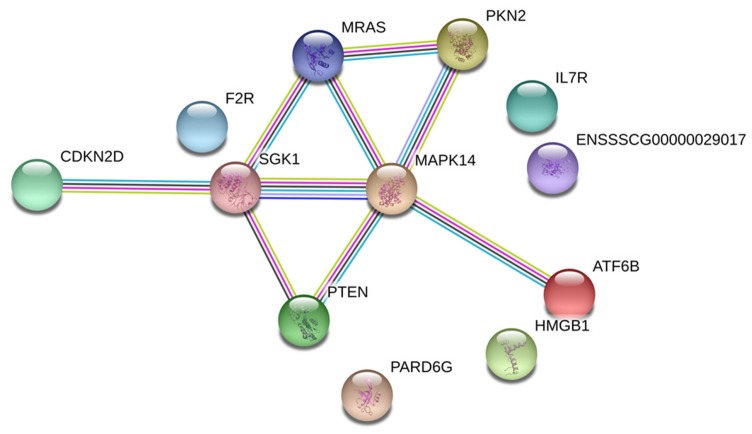
STRING analysis of the relationship between 12 chosen DEGs. The associations between the proteins and the proteins encoded by 12 chosen DEGs were determined using STRING.

**Figure 6:**
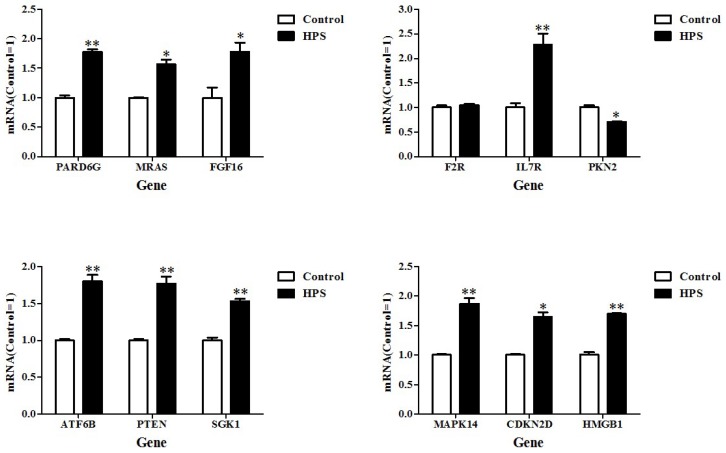
Relative quantification of DEGs for verification by RT-PCR. RT-PCR relative expression levels of selected genes were chosen for the cells infected for 24 h. HPS: *H. parasuis*. * *p* < 0.05; ** *p* < 0.01.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/5/1320/s1.

# Supplementary material for: Transcriptional Profiling of Host Cell Responses to Virulent Haemophilus parasuis: New Insights into Pathogenesis
**Source:** Int J Mol Sci. 2018 Apr 29;19(5):1320. doi: 10.3390/ijms19051320
**Supplement:** Supplementary file 1

**Supplementary Table S1. Statistical summary analysis of RNA-seq datasets of infection cells and control cells.**

| Samples         | Means and SD of Raw       |                          |              | Means and SD of Mapping |                       |                       |
|-----------------|---------------------------|--------------------------|--------------|-------------------------|-----------------------|-----------------------|
|                 | Raw reads                 | Clean reads              | Q20 Value    | Total Mapped Reads      | Uniquely Mapped Reads | Uniquely Mapped ratio |
| Infection cells | 108360513.3<br>±8018440.6 | 107734910<br>±7965745.8  | 97.7<br>±0.1 | 24967595<br>±17508433   | 22047651<br>±15438811 | 88.5<br>±0.9          |
| Control cells   | 71624665.3<br>±2420491.4  | 71063982.7<br>±2410841.6 | 97.9<br>±0.1 | 45220205<br>±8624953    | 40763421<br>±7660539  | 90.2<br>±0.3          |

# Supplementary material for: Transcriptional Profiling of Host Cell Responses to Virulent Haemophilus parasuis: New Insights into Pathogenesis
**Source:** Int J Mol Sci. 2018 Apr 29;19(5):1320. doi: 10.3390/ijms19051320
**Supplement:** Supplementary file 1

**Supplementary Table S3 Primers for qRT-PCR.**

| <b>Gene</b>    | <b>Nucleotide sequence (5'-3')</b> |                         |
|----------------|------------------------------------|-------------------------|
| $\beta$ -actin | Forward                            | TGCGGGACATCAAGGAGAAG    |
|                | Reverse                            | AGTTGAAGGTGGTCTCGTGG    |
| CDKN2D         | Forward                            | GTTTGTGGCTTGTTGGTGTGAT  |
|                | Reverse                            | TGCCCTTGGGACTTGTCTGTAG  |
| PTEN           | Forward                            | GAAAATGGAGGTCTGTGTGA    |
|                | Reverse                            | TGGAGAAAAGTATCGGTTGG    |
| IL7R           | Forward                            | CACTTCAGAACGCCAGAGACC   |
|                | Reverse                            | CAGAAATGACCATCAGAGCCAC  |
| SGK1           | Forward                            | ATGCCAACCCTTCTCCTCCT    |
|                | Reverse                            | AAAACCTGCCCTTCCCAATCA   |
| MRAS           | Forward                            | ATGTCACCACCCCAACCCTA    |
|                | Reverse                            | AGCCCAGTCAATGAGCAAAAC   |
| F2R            | Forward                            | CTGAAGGACATAGAGGACCAA   |
|                | Reverse                            | TAGAGGAAGGCTTACGAGAAA   |
| FGF16          | Forward                            | AATGCCTTCTTCCCTCCGTG    |
|                | Reverse                            | GGTTTCTTTGTTCTGTTGCTCCC |
| PARD6G         | Forward                            | GCGAAGACGAGGCTAAGTGG    |
|                | Reverse                            | TGTTGGAGATGTGGTGGGTG    |
| PKN2           | Forward                            | ACTCTCCAAACCAGCAGCAC    |
|                | Reverse                            | TTCAAAACCGCACACACATC    |
| ATF6B          | Forward                            | CCAGCCATCAGCCACAACAAG   |
|                | Reverse                            | GGGTCCGAAACAGCATTACACG  |
| HMGB1          | Forward                            | CTATCCATTGGTGATGTTGC    |
|                | Reverse                            | TCCTCCTCTTCCTTCTTTTT    |
| MAPK14         | Forward                            | CTGCTGCTTGTCCTGTTCTCTT  |
|                | Reverse                            | ACATCCACCTGTTCTGTTTCTTC |

How the deposited data were processed for this re-analysis (not part of the article)

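RNA from PAVECs was sequenced after infection with *H. parasuis* or mock infection, in 3 libraries per group. As the methods state, the authors prepared stranded poly(A) libraries, aligned the reads to Sscrofa10.2 with Tophat2 and screened DEGs with DESeq. The tool and the strand setting behind the deposited counts were not given in the sources used here. The authors deposited read counts per gene and, beside them, RPKM values, which are the count divided by the listed gene length and the library total. The listed lengths include introns, so RPKM values of genes of different span are not comparable as expression levels. Only the counts were used in the tests. Each of the 12 columns of values was matched to its library by the library name in the labels.

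The counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. The main test was edgeR's quasi-likelihood test with robust estimation, TMM normalization and the filterByExpr filter (minimum count 10), without a block for the replicate number. The filter kept 2174 of the 13174 genes with at least 1 read. The common dispersion was 3.03. Standard errors of log2 fold changes were taken from the F statistic and do not describe genes with no reads in 1 group. For those, a lower bound was computed from pooled reads with 3 reads over the group in place of 0. This bound describes the reads counted and not the level in the cells. Ratios of pooled reads carry exact 95% binomial intervals. Normalized CPM used the TMM effective library sizes of the main test. Gene lists were tested with camera (inter-gene correlation 0.01). Symbols were taken from Table S2 and otherwise from the gene name table, which matched 11654 of the 21607 identifiers. For neighbouring genes, symbols were looked up in RefSeq's table of Sscrofa11.1. That build differs from the authors' build, so no coordinates are given.

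Each of the 6 libraries held between 86575 and 520911 reads on genes, so 1 read corresponded to several CPM. The tests were checked on simulated counts of the 2174 genes with 200 changed genes. At a dispersion of 0.1, edgeR's test recovered 95.5% of genes changed 32-fold at an unadjusted p under 0.05. At the estimated dispersion it recovered 2.5% of genes changed 4-fold and 19.5% of those changed 32-fold, and none at an adjusted p under 0.05. DESeq2 with shrunken fold changes recovered 51.5% of genes changed 32-fold there, and called 9.37% of the unchanged genes.

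The choices made before the data were examined were the test, the lists and the alternatives. The alternatives were DESeq2's Wald test, median-of-ratios size factors, library size only, no filter, at least 10 counts in every library, a blind dispersion trend, each library left out in turn, and the replicate number as a block. For the lists, fry and camera with an estimated correlation were also among them. DESeq2 with shrunken fold changes was added after the data were seen, with median-of-ratios factors and also with library totals and TMM factors. Genes named in the text were the 12 genes of Fig. 6, ENSSSCG00000000175, the Rap1 genes, the fixed lists, the 5 genes of each list of Table S2 with the largest log2FoldChange (seen beforehand in that table), and the 5 largest increases and decreases among genes that passed the study's criterion with non-overlapping groups, since none had an adjusted p under 0.05. GYS1, ND6, CCL5, RBM25, NOL8, ENSSSCG00000014670 and the neighbours of housekeeping genes were chosen after their values were seen. The alternatives planned for normalized values were not run because counts were available. Results of some single genes are not reported here. GO, KEGG and STRING results were not analysed here.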

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

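The tests of scaling and of leukocyte markers were set out before their results were seen, but CCL5 and RSAD2 were paired for them after their values were seen. Among genes absent from Table S2, 3 passed the study's criterion with every infected library above every control library. They are signals in genes the paper does not discuss. STRC (ENSSSCG00000004702) had 43, 32 and 22 reads in the infected libraries and none in the control libraries, with a fitted log2 fold change of 8.72 that depends on the prior count. RBM25 (ENSSSCG00000028663) had 214, 55 and 29 reads against 23, 22 and 0, a log2 fold change of 4.01. CCL5 (ENSSSCG00000017705) had 1500, 1489 and 1365 reads against 510, 1233 and 1006, a log2 fold change of 1.605. The adjusted p of each was 1.00 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Separation of 3 libraries from 3 occurs by chance in 10% of genes, and it was seen in 171 of 2174, so chance cannot be excluded for any of them. STRC had an unadjusted p above 0.05 without the unnumbered control library or control replicate 2, where its fitted log2 fold change was 8.39 and 8.58. RBM25 had an unadjusted p above 0.05 without any 1 of the 6 libraries, with a log2 fold change between 2.13 (without the unnumbered infected library) and 4.36. No other explanation was tested for STRC and RBM25.

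CCL5 encodes a chemokine, and unlike most genes discussed in the paper it had over 500 reads in each library. With each library left out in turn, its log2 fold change was between 0.99 and 1.91, and its unadjusted p rose above 0.05 without the unnumbered control library, control replicate 3 or infected replicate 3. With median-of-ratios size factors its adjusted p was 0.0138 and with library size only it was 6.51e-04, both by edgeR's quasi-likelihood test. DESeq2's Wald test gave it an unadjusted p of 0.0605 and edgeR's test without the filter gave 0.228. CCL5 and RSAD2 lay above every control library in all infected libraries under 3 of 3 scalings (TMM, median-of-ratios and library totals). Their unscaled counts already separated the groups, so this shows only that the separation did not rest on the choice among these scalings. The adjusted p of CCL5 did depend on that choice. RNA of leukocytes is a candidate source of CCL5. Of the 7 matched leukocyte markers, 4 had a higher mean in infected libraries, with 153 reads against 141 over all markers. The sum of the markers' mean CPM was 287 in infected and 177 in control cells, and these counts are too few to decide. The largest counts of any marker in a library were 51 for ITGAM and 41 for LCP1, both in control libraries. CD53 had 2, 20 and 34 reads in infected libraries and 1, 0 and 0 in control libraries, and is also listed in Table S2. Whether PAVECs express these markers was not tested. The infection, which the design names, remains open as an explanation and was not tested separately from chance.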

How the results depend on the processing

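The shrunken DESeq2 fit was chosen after the data were seen. Every count of calls depended on the processing. The 26 genes called by the study's criterion became 107 with DESeq2's Wald test, 47 with median-of-ratios size factors, 40 with library size only, 159 without the filter, 11 with at least 10 counts in every library (142 genes tested) and 43 with a blind dispersion trend. With each library left out in turn the count was between 26 and 83, and it was 83 without control replicate 3 and 74 without the unnumbered infected library. DESeq2 with shrunken fold changes on all genes with reads gave 463, 430 when scaled by library totals and 366 when scaled by TMM factors. The direction moved with the scaling. Higher genes were 38.5% of the calls with TMM, 72.3% with median-of-ratios size factors and 67.5% with library size only, and the median log2 fold change of the tested genes moved from -0.21 to 0.13 in both. Apart from fewer genes or libraries tested, the cause of these changes was not tested.

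No gene had an adjusted p under 0.05 in the main test, against 4 with DESeq2's Wald test (RSAD2, STRC, NOL8 and ATF6B), 3 with median-of-ratios size factors (RSAD2, CCL5 and ENSSSCG00000014670) and 4 with library size only (the same 3 genes and GYS1). With each library left out the count was between 0 and 1, and the 1 was RSAD2 without the unnumbered infected library.

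Of the genes of Table S2, 16 were called in the listed direction, against 28 with DESeq2's Wald test, 44 without the filter and 279 with shrunken DESeq2 fold changes. With each library left out the number was between 8 (without control replicate 2) and 61 (without the unnumbered infected library). Of the qRT-PCR genes, 1 was tested and higher, 10 were higher without the filter and 10 with shrunken fold changes, and between 2 (without infected replicate 2) and 10 (without control replicate 3) with each library left out. Of the PI3K/Akt genes, 1 was called, against 0 without the filter and 7 with shrunken fold changes, and between 0 and 2 with each library left out. None of the Rap1 genes was tested in the main setting, against 3 called without the filter and 5 with shrunken fold changes, and between 0 and 2 with each library left out. The higher end was reached without control replicate 3 or the unnumbered infected library for Rap1 and without the latter for PI3K/Akt. With at least 10 counts in every library none of the genes of Table S2 was left to test.

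No pairing of the libraries by replicate number was seen. It cannot be excluded, because libraries of one group correlated at a mean of only 0.198 over the tested genes, so shared deviations could be hidden. The correlation of same-numbered deviations from the group means was 0.05 for replicate 2, -0.02 for replicate 3 and -0.07 for the unnumbered libraries. With the replicate block 5 genes were called, of which 2 were genes of Table S2 in the listed direction and 0 were PI3K/Akt genes. The endothelial median was -4.06 with the block.

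The interferon list kept a positive median under each alternative run, between 1.05 and 5.42 with each library left out. Without the filter the median was 1.56, 6 of 11 genes were higher, and camera's unadjusted p was 0.00333. Its unadjusted camera p of 4.6e-05 became 0.0977 with fry and 0.0440 with the correlation estimated. The NF-kB list had a median of -0.11 with at least 10 counts in every library, where 2 of its genes were left, and between 0.16 and 1.22 with each library left out. The endothelial list moved from 0.06 to -3.02 without the filter, and between -5.31 and 0.32 with each library left out. The smooth muscle list, with 1 gene tested, moved from 0.76 to -1.28 without the filter, and between -1.34 and 1.26 with each library left out. With genes that had no read in 1 group set at their bound, the medians without the filter were -2.67 over 10 endothelial genes and -0.82 over 5 smooth muscle genes. In the main setting 2 endothelial genes and 1 smooth muscle gene were tested, which is too few for a direction. Without the filter 3 of the 11 endothelial genes were higher, and camera's unadjusted p for the list was 0.0167, with 0.0175, 0.0171 and 0.0166 in the shrunken DESeq2 fits scaled by median-of-ratios, library totals and TMM factors. The cause of this dependence on the filter was not tested.

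Library depth, genes detected and the agreement of replicates moved by less than the spread between libraries under their alternatives. The correlation of Table S2 with the ratio of group means over all 6 libraries was 0.997 (Pearson) and 0.927 (Spearman), across genes. Single pairs of libraries gave Pearson values between 0.725 and 0.915, so the fold changes of Table S2 rest on all 6 libraries. Low counts limit each statement about a single gene: most genes of Table S2 had reads in 2 or 3 libraries. The alternatives for normalized values were not run.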

Differences from the paper's values

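The paper reports 281 DEGs, 236 upregulated and 45 downregulated. The main test gave 26, with 10 higher and 16 lower in infected cells. The total and the number of higher genes differed from the paper's by more than 1.5 times under each alternative set before the data were examined. The number of lower genes came within 1.5 times of the paper's with DESeq2's Wald test (35), without the filter (46) and without control replicate 3 (52), and not under the others. DESeq2 with shrunken fold changes, which was chosen after seeing the values, called 463 genes, 410 higher and 53 lower. It dropped 2 of the paper's 281 genes, called 184 that the paper does not list, and gave no gene an adjusted p under 0.05. Its log2 fold changes had a median absolute difference of 2.4e-04 from those of Table S2. It called each of the 7 PI3K/Akt genes and the 5 Rap1 genes. Genes of Table S2 called in the listed direction were 16 in the main test and 28 with DESeq2's Wald test, 44 without the filter, and at most 61 with 1 library left out.

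The log2FoldChange column of Table S2 has the opposite sign to its headings, so that it reads control over infected: the values of the 236 genes headed as upregulated are negative and those of the 45 headed as downregulated are positive.

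The legend of Fig. 6 gives 24 h of infection, and the methods and labels of the RNA-seq libraries give 12 h, so both sides of the comparison are not known to share an infection time. For the genes of Fig. 6 given here the ratio of pooled reads was far from the qRT-PCR fold, and neither median-of-ratios size factors, library size only nor leaving out each library, all set before the data were examined, brought any of them within 1.5 times. The paper's values, read by eye from Fig. 6, were about 1.8 for PARD6G, about 1.6 for MRAS, about 1.8 for FGF16, about 1.0 for F2R and about 1.7 for CDKN2D. The reads gave at least 56.5-fold, 43.6-fold, 36.8-fold, 19.6-fold and 30.7-fold higher values in infected libraries, respectively. With 1 library left out the lowest bounds were 22.0 and 9.44 for PARD6G and MRAS (without the unnumbered infected library), 22.4 and 18.6 for FGF16 and CDKN2D (without the unnumbered control library) and 9.79 for F2R (without infected replicate 3). The values of Fig. 6 were about 2.3 for IL7R, about 1.5 for SGK1 and about 1.8 for ATF6B, where the reads gave 40.8, 114 and 86.5. The lowest ratios with 1 library left out were 18.5 for IL7R and 39.4 for ATF6B (without the unnumbered infected library). SGK1 had 1 control read, and without the unnumbered control library, which held it, only a lower bound of 23.1-fold remained.

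For PKN2, Fig. 6 shows about 0.7 and the ratio of reads was 27.9, or 9.84 without the unnumbered infected library (exact two-sided permutation test, p = 0.4). For MAPK14, Fig. 6 shows about 1.9, and no read was counted in infected cells against 94 in control cells, a ratio of at most 0.0588, and at most 0.111 without infected replicate 2. For these genes too the infection times given differ.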

Other observations

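The replicate zeros, the rank of ND6, the neighbours of housekeeping genes and the share of reads against the share of length were tested after the values were seen, and the other tests were set out before their values were computed, although the genes with most reads were already known, the test of neighbours was reworded before it was run, and the limits for the shares of higher calls were set after 80.9% was seen. The test with TMM factors was added last, when the share in edgeR's main test was known. The shrunken DESeq2 fit was chosen after the data were seen.

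The 6 libraries can be split into 3 and 3 in 10 ways. The study's criterion gave at least as many calls as the real split in 8 of the 10 splits with edgeR's quasi-likelihood test, and up to 149 calls when control replicate 3 was grouped with the unnumbered infected library and infected replicate 3. With shrunken DESeq2 fold changes it was 2 of 10, with 520 calls when control replicate 2 was grouped with the unnumbered infected library and infected replicate 2. Chance can therefore not be excluded for either count. The share of 10 splits cannot fall under 0.1.

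Each library had fewer genes with reads than its depth allows. Drawing the same number of reads from the pooled profile would detect between 8716 and 11803 genes per library, and the observed number was at most 76.2% of that and as low as 20.1%. These values argue against depth alone. Of control genes with at least 30 reads in a library, 27.9% had no read in another control library of larger total, and in infected cells it was 31.7%. This is consistent with few starting molecules, each read many times. Differences between the cultures themselves remain open, as does counting of reads on the strand opposite to the genes, which is taken up below.

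Among the calls with shrunken fold changes 88.6% were higher in infected cells. The share was 80.9% with library totals in place of median-of-ratios factors, and 75.5% in the median of 10 fits after every library was thinned to 86575 reads. With TMM factors it was 65.6%, with 240 genes higher and 126 lower, and with edgeR's main test, which also uses TMM, it was 38.5%. The thinned fits argue against depth as the whole cause. Scaling remains open, because the share fell by an amount that depends on the factors used.

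The genes with most reads were not the abundant genes of most cells. ACTB had 410 reads over the 6 libraries and PFN1 47. In contrast GYS1 had 264824, NDUFB10 52519 and RNF167 19684, and these lie within 2 kb of FTL, RPS2 and PFN1, respectively. FTL itself had 1968 reads. ND6, the only protein gene on the light strand of the mitochondrial genome, had more reads than each of the 12 heavy-strand genes in 6 of 6 libraries, between 11.5 and 31.3 times those of COX1. A hypothesis is that reads of these stranded libraries were counted on the strand opposite to the genes. It would also give a low share of reads counted on genes. In means, that share was 1.01% of the uniquely mapped reads in control cells and 0.889% in infected cells. Other causes of this low share were not tested. Neighbours were sought only for nuclear genes whose symbol was found in RefSeq's table, so genes without one were left out. Of the 50 such genes with most reads, which reach rank 86 of all genes, 90.0% overlap or lie within 2 kb of another gene. The share was 60.7% of the 8290 other such genes with reads (Fisher's exact test, two-sided, p = 6.72e-06). This may reflect transcripts of the neighbour. Some neighbours may be false, as TTI2 was given a long list of them. Strands were not in the table used. A further prediction failed: the 8 matched housekeeping genes of 14 had a median of 278 reads over the 6 libraries, above the median of 30 for other genes. The 8 matched neighbours of any listed housekeeping gene had a median of 125.5, above that of other genes. Of these, 3 lie beside housekeeping genes that were not matched, so the medians 125.5 and 278 do not compare genes with their own neighbours. Among the matched pairs, GYS1 and RNF167 had more reads than FTL and PFN1, and the other pairs went the other way. GAPDH had 538 reads against 29 for IFFO1 and 1 for NCAPD2, and HSP90AB1 had 1610 against 161 for SLC35B2. Without the strands, these pairs cannot decide the hypothesis. A small share of reads from the genes' own strand could give the housekeeping median of 278, which was not tested. Genomic DNA in the libraries would make reads follow gene length. Spearman's rho was 0.174 across genes, where well above 0.5 had been set as the value for genomic DNA, although few starting molecules would lower rho from any source. The 50 nuclear genes with most reads in control libraries make up 0.279% of the length of the genes with reads. They held between 19.9% and 32.3% of the nuclear reads of the infected libraries, at least 71.3 times that share, which argues against genomic DNA as the cause of which genes have most reads. If the hypothesis holds, the fold changes would describe reads from neighbouring transcripts and residual reads. Counting the reads again on the other strand would test it.

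Of the fixed lists, the interferon list had 12 of 18 genes matched and 6 tested. Its median log2 fold change was 1.95, and limma's camera gave an adjusted p = 1.38e-04 (Benjamini-Hochberg over the 3 lists with a test). The median was between 1.05 (without control replicate 3) and 5.42 (without control replicate 2) when each library was left out in turn. In it 1 gene, RSAD2, had an adjusted p under 0.05 adjusted over the list alone and none over all genes. Only 1 of the 10 splits, the real one, gave a camera p as small, and 10 splits cannot exclude chance. RSAD2 and IFIT5 of this list are also among the genes of Table S2, as is CCL20 of the NF-kB list. Table S2 was drawn from these same libraries in their real groups and was seen beforehand. The interferon result, which includes RSAD2, is therefore not fully independent of it, and the list was not tested without RSAD2. The NF-kB list had 15 of 20 genes matched and 7 tested. Its median was 0.53, with an adjusted p = 0.669 from limma's camera, and between 0.16 (without control replicate 3) and 1.22 (without control replicate 2) with each library left out in turn. A camera p as small came from 3 of the 10 splits, and no gene of the list had an adjusted p under 0.05 adjusted over the list alone. The endothelial list had 11 of 14 genes matched and 2 tested, ENG and ERG. Its median was 0.06, with an adjusted p = 0.427 from limma's camera. Here too 1 of the 10 splits, the real one, gave a p as small. The smooth muscle list had 9 of 10 genes matched and 1 tested, SMTN, at 0.76.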
